A study of Mus musculus with 6 samples. Its data were reported in "Stress induced aging in mouse eye" (2022).

How the data were processed

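Retinas of 3-month-old mice were profiled by ChIP-seq for acetylation of histone H3 at lysine 27 (H3K27ac), a mark found at active promoters and enhancers. Per the labels, 3 retinas had been exposed to recurring elevation of the intraocular pressure (4xIOP: 30 mmHg for 1 h, 4 times) and 3 contralateral eyes served as control. All were collected on day 2 after the last elevation. Each sample is represented by 1 peak list, called for that sample alone, so that the lists are the replicates (3 control, 3 4xIOP). Groups and replicate numbers were taken from the labels. In 4 of the 6 samples the name that the deposited list itself carries is that of the other group (control replicates 1 and 2, 4xIOP replicates 1 and 2), and in 2 samples it is that of the label. The samples were not regrouped, and every direction given between the groups holds for the groups as labelled.

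The deposited lists are in the 10-column narrowPeak layout, and each peak has an interval, a summit and 4 values. The fold enrichment at the summit is the authors' ratio of the fragment pile-up to a local background. The −log10 p-value and −log10 q-value were computed by the authors' peak caller for the same pile-up. The integer score of each peak was deposited with them and was not used here. The aligner, the peak caller and its threshold are not named for the ChIP-seq data in the labels or in the study's methods. The lowest −log10 q in any of the 6 lists was 1.31, which corresponds to a q-value of 0.049. The build is not named in the files either. The study names mm10 (GRCm38) for its RNA-seq. On GRCm38 with the GENCODE vM21 basic annotation, 0 peaks of any list ended past a chromosome and most summits lay near a TSS (report), so this build was used for all coordinates. Fold, p and q of a peak are the authors' own values. They were used to describe, rank or filter peaks within a list, and to recover the fragments and the background of each list, which are the values set beside each other between lists.

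The lists state no read counts. Fold and p together give the fragments at a summit and the local background, under the Poisson model in which fold is (fragments + 1) / (background + 1). Solving for a whole number of fragments returned the deposited p within 0.001 on the −log10 scale for at least 99.9% of the peaks of each list. The lowest background of a list was taken as its genome mean. Backgrounds above it were whole multiples of the shortest peak length divided by 10000 in 100% of tested peaks of each list, as for a 10000 bp window of the same library without scaling. The mean background, expressed as fragments per 10000 bp, was 99.6, 173 and 132 in control replicates 1 to 3 and 87.4, 91.5 and 135 in 4xIOP replicates 1 to 3. The shortest peak, which a caller of this type sets to the fragment length, was 220, 195 and 187 bp in the controls and 230, 232 and 190 bp in 4xIOP. On this length the lists fall into a class above 200 bp (control replicate 1, 4xIOP replicates 1 and 2) and a class below it. The class was noticed in the data and was used as a technical term.

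Peaks on chromosomes 1 to 19, X and Y were used. Consensus regions were the merged union of the 6 lists, and a region was counted as called in a list if at least 1 bp of it was covered. A promoter was 2.5 kb on either side of a transcription start site (TSS). A protein-coding gene was counted as marked if a peak overlapped any of its promoters by at least 1 bp (21911 genes, 41525 TSS positions). Similarity between lists was the Jaccard index, the shared length divided by the joint length. Values per list were compared with the two-sided exact permutation test of the difference of means, which cannot give a p under 0.1 with 3 lists against 3. For regions and promoters found in all lists of a group and in none of the other, the count was set beside the same count in the 10 splits of the 6 lists. For regions called in all 6 lists, the highest fold of each list in the region was ranked within that list, the ranks were turned into normal scores, and the scores were tested with limma and Benjamini-Hochberg adjustment at 0.05. Before the data were examined, 7 genes shown as examples in the study were fixed as named genes, together with a rule for the others: the 5 genes per direction with the highest mean fold percentile among exclusively marked promoters, and the 3 shared regions per direction with the smallest limma p. The 9 gene lists were written at the same time. Of the 85 TNF and NF-kB genes 20 are also in another list, as are 20 of the 68 senescence genes, and 3 and 4 of them are among the named examples. Percentages of their marked promoters were adjusted over the lists.

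Simulated data took the means of the 10529 shared regions of the control against 4xIOP comparison and their average spread as 1 common value. The noise was drawn independently for each region and list. With 200 regions changed, limma recovered 94.5% of changes of 1 on the log2 scale with 12 false calls, and 99.0% of changes of 2 with 9 false calls. Differences in spread between regions and shared deviations of a list were not simulated, so these values do not give the recovery in the deposited lists. The recovery of fragments and the counts of exclusive regions were also tested on simulated data. The alternatives were a −log10 q of at least 5, the same number of top peaks from each list (16195), a promoter of 1 kb, other overlap rules, other rankings, all annotated genes, all sequences of the files, the replicate number as a block, and leaving out each list in turn. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, R 4.3.3 and limma 3.58.1 were used.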

Results

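H3K27ac was profiled in single retinas of 3-month-old mice to ask whether repeated mild stress changes the distribution of this active mark in young tissue. The data were 6 peak lists, 3 from retinas that underwent recurring pressure elevation (4xIOP) and 3 from contralateral control eyes. The mean background recovered from the lists ranged from 87.4 fragments per 10000 bp in 4xIOP replicate 1 to 173 in control replicate 2. It was 135 ± 37.0 in control and 104.7 ± 26.4 in 4xIOP (SD, n = 3, exact permutation p = 0.3). Since the group name carried by 4 of the 6 deposited lists is not that of their label, the directions below hold for the samples as labelled.

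The number of peaks was compared first. Control lists held 21893, 19913 and 36509 peaks in replicates 1 to 3, and 4xIOP lists held 20338, 20804 and 16195. The means were 26105 ± 9064 and 19112 ± 2537 peaks (SD, n = 3), and the difference of -6993 peaks was within the spread between replicates (exact permutation p = 0.3). Control replicate 3 decided its size, and without that list the difference was -1791. The covered genome length was 13.3 ± 5.99 Mb in control and 9.06 ± 2.08 Mb in 4xIOP (SD, n = 3, exact permutation p = 0.4). Without control replicate 3 the difference in covered length went from -4.23 to -0.813 Mb. Within the fragment-length classes the difference in peaks was -1322 for the longer class (1 control and 2 4xIOP lists) and -12016 for the shorter class (2 control lists and 1 4xIOP list), the latter again including control replicate 3.

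**Figure D1:**
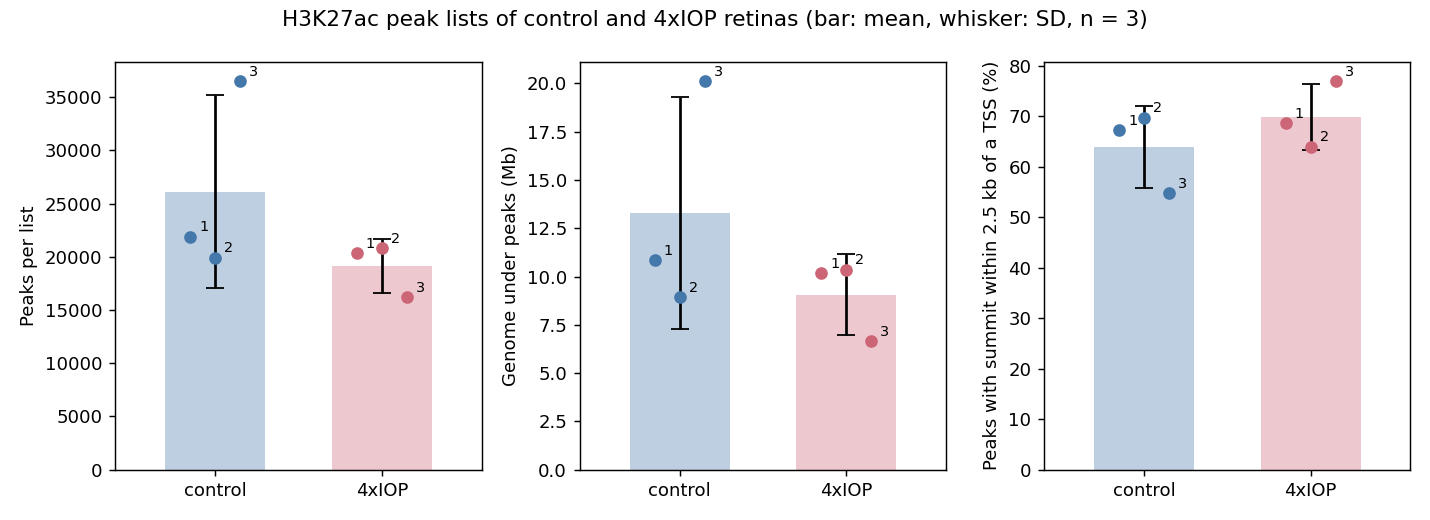
Peaks per list, genome under peaks in Mb, and percent of peaks with a summit within 2.5 kb of a TSS, for the control and 4xIOP groups, where points are lists numbered by replicate, bars are means and whiskers SD (n = 3). Control replicate 3 has the most peaks (36509) and 4xIOP replicate 3 the fewest (16195), and the groups overlap in the number of peaks.

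Most peaks were at promoters. The share of peaks with a summit within 2.5 kb of a TSS was 63.9% ± 8.05 in control and 69.8% ± 6.59 in 4xIOP (SD, n = 3, exact permutation p = 0.5). The difference of 5.95 percentage points became -2.55 when the same number of top peaks was taken from each list. With each list left out in turn, it ranged from 1.36 without control replicate 3 to 8.90 without 4xIOP replicate 2. It was -0.989 in the longer and 14.8 in the shorter fragment-length class, so its direction did not hold within both. Introns held 21.8% ± 5.68 and 17.9% ± 4.52 of summits, other exons 2.14% ± 0.424 and 1.84% ± 0.265, and intergenic sequence 12.1% ± 1.95 and 10.4% ± 1.83, in control and 4xIOP respectively (SD, n = 3). All 3 differences were within the spread (exact permutation p = 0.5, 0.5 and 0.4).

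It was next asked whether lists of the same group were more alike than lists of different groups. Over the 15 pairs, the Jaccard index lay between 0.306 (control replicate 3 with 4xIOP replicate 3) and 0.542 (control replicates 1 and 2). Its mean was 0.467 within groups and 0.468 between groups. The difference of -0.00169 was reached or exceeded by 40% of the splits (one-sided permutation p = 0.4). It changed sign under other settings, with values from -0.0177 to 0.0164 when each list was left out in turn.

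**Figure D2:**
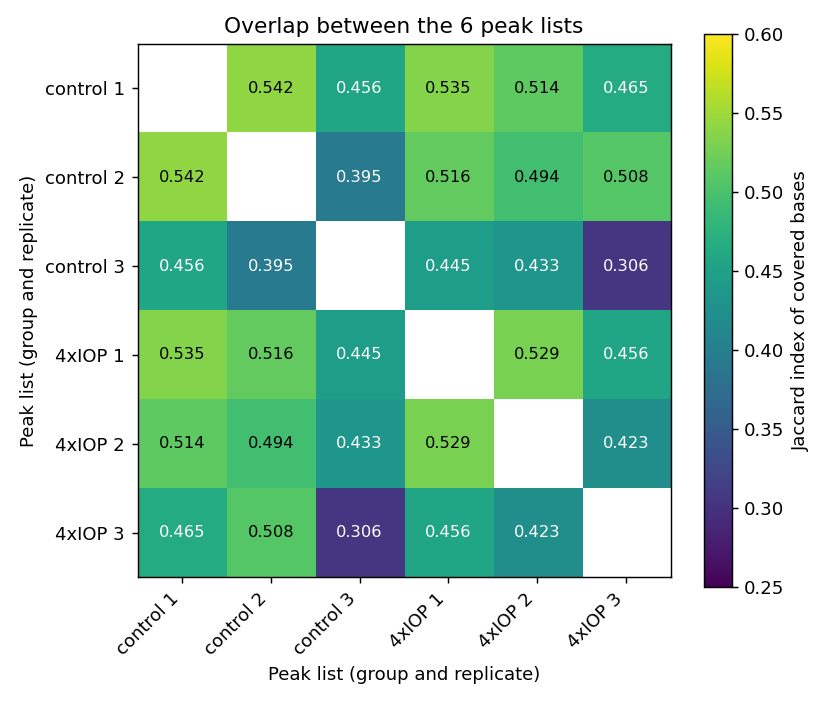
Jaccard index of covered bases for each pair of the 6 H3K27ac peak lists, named by group and replicate on both axes, with the colour scale giving the index. The lowest value, 0.306, joins control replicate 3 and 4xIOP replicate 3, and the highest, 0.542, joins control replicates 1 and 2.

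The union of the lists formed 39942 consensus regions. Of these, 10529 (26.4%) were called in all 6 lists and 14954 (37.4%) in 1 list only. There were 418 regions called in all control lists and in no 4xIOP list, and 6 in the opposite direction. The regions of the first kind ranked low in fold, with a median fold percentile of 33.0 within their lists against 71.5 for the regions called in all 6. Fold is taken over the local background of the same library, so this rank does not measure the amount of the mark. The Bcl3 peak of control replicate 2 had 81 summit fragments at percentile 18.4, and the Ttl peak of control replicate 1 had 14 at 65.2. With a −log10 q of at least 5 the counts of exclusive regions were 360 and 5. With the same number of top peaks from each list the counts were 119 and 61. Without control replicate 3, there were 591 and 109. Across the 10 splits of the lists, 4 splits gave as many exclusive regions in both directions together as the labelled groups (424), the labelled split included. In each of the 10 splits, the side that held control replicate 3 had the larger count of exclusive regions.

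**Figure D3:**
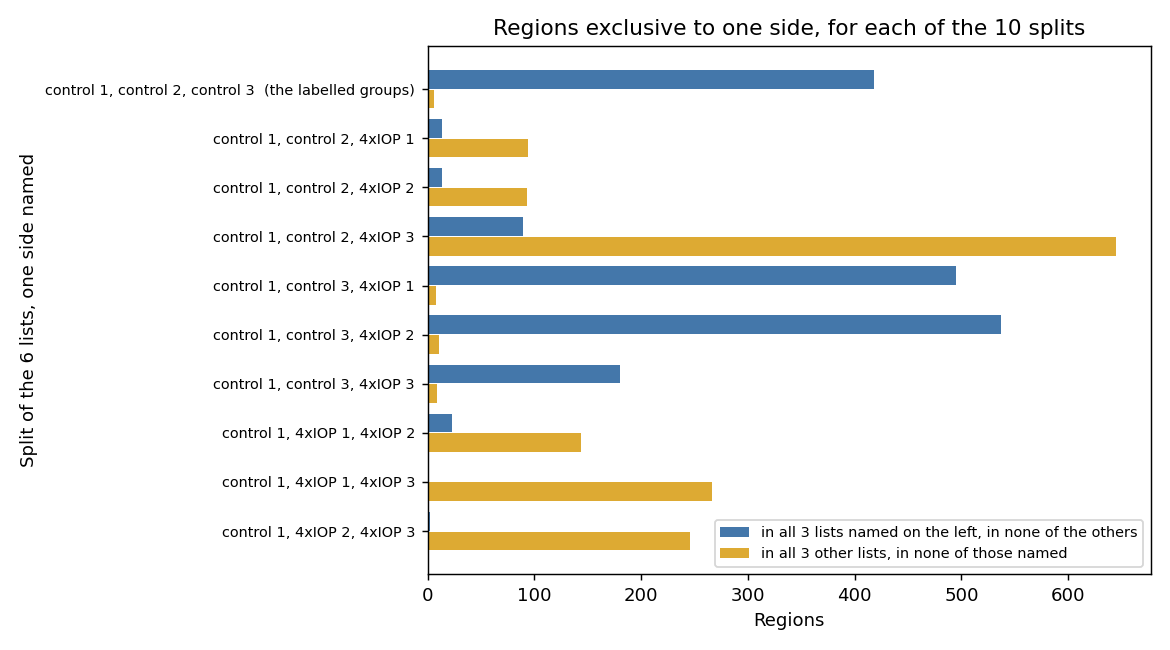
Number of regions found in all 3 lists of one side and in none of the other, on the horizontal axis, for each of the 10 splits of the 6 peak lists, with 1 side named on the vertical axis. The labelled groups gave 418 and 6 regions, and the split of control replicates 1 and 2 with 4xIOP replicate 3 from the rest gave 89 and 645.

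At the level of genes, 48.6%, 46.2% and 56.9% of protein-coding genes had a marked promoter in control replicates 1 to 3, and 47.4%, 45.6% and 44.6% in 4xIOP. Promoters of 79 genes were marked in all control lists and in no 4xIOP list, and 0 in the opposite direction. With the same number of top peaks the counts were 29 and 10. Without control replicate 3, they were 82 and 36. The 5 genes with the highest fold percentile among the 79 were Nap1l3 (ENSMUSG00000055733.6, chromosome X, 122394565 to 122397401, mean percentile 83.1), Rpl23a (ENSMUSG00000058546.8, chromosome 11, 78180935 to 78183584, 80.7), Ttl (ENSMUSG00000027394.13, chromosome 2, 129065942 to 129096283, 74.6), Zfp945 (ENSMUSG00000059142.16, chromosome 17, 22846697 to 22867134, 73.9) and Bend5 (ENSMUSG00000028545.13, chromosome 4, 111415006 to 111460298, 71.0). This rank is by fold and does not pick the peaks with the most fragments. The promoter peaks of the 5 genes held 14 to 27 summit fragments in control replicate 1, 18 to 41 in replicate 2 and 19 to 65 in replicate 3. The medians over all peaks of these lists were 29, 33 and 37. A gene without a peak in a list is below that list's threshold, and its acetylation is not shown to be absent.

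The genes that the study shows as examples were then examined. The Fgf2 promoter (ENSMUSG00000037225.13, chromosome 3, 37348346 to 37410108) was marked in all 6 lists, with fold percentiles of 16.5, 23.0 and 63.8 in control and 24.6, 40.8 and 24.3 in 4xIOP replicates 1 to 3. In control replicate 1 the peak of highest fold was another one (37380198 to 37380608), with 32 summit fragments. The Fgf2 promoter peak with the most fragments held 101, 107 and 29 summit fragments in the controls and 19, 22 and 62 in 4xIOP. The Gapdh promoter (ENSMUSG00000057666.18, chromosome 6, 125161853 to 125166467) and the Gdf15 promoter (ENSMUSG00000038508.7, chromosome 8, 70629393 to 70632456) were also marked in all 6 lists. Cebpd (ENSMUSG00000071637.5, chromosome 16, 15887286 to 15891031) was marked in 3 control lists and, among 4xIOP lists, in replicate 3 only. Its peak reached 61, 63 and 14 summit fragments in control replicates 1 to 3 and 28 in 4xIOP replicate 3. Bcl3 (ENSMUSG00000053175.17, chromosome 7, 19808462 to 19822770) was marked in control replicates 1 and 2 and 4xIOP replicate 3, with 72, 81 and 43 summit fragments at its peak of highest fold. These are the 3 lists that themselves carry the name of the pressure group. Cdkn1a (ENSMUSG00000023067.14, chromosome 17, 29090979 to 29100727) was marked in 3 control and 2 4xIOP lists, and Mmp14 (ENSMUSG00000000957.11, chromosome 14, 54431612 to 54445364) in 1 list of each group.

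**Figure D4:**
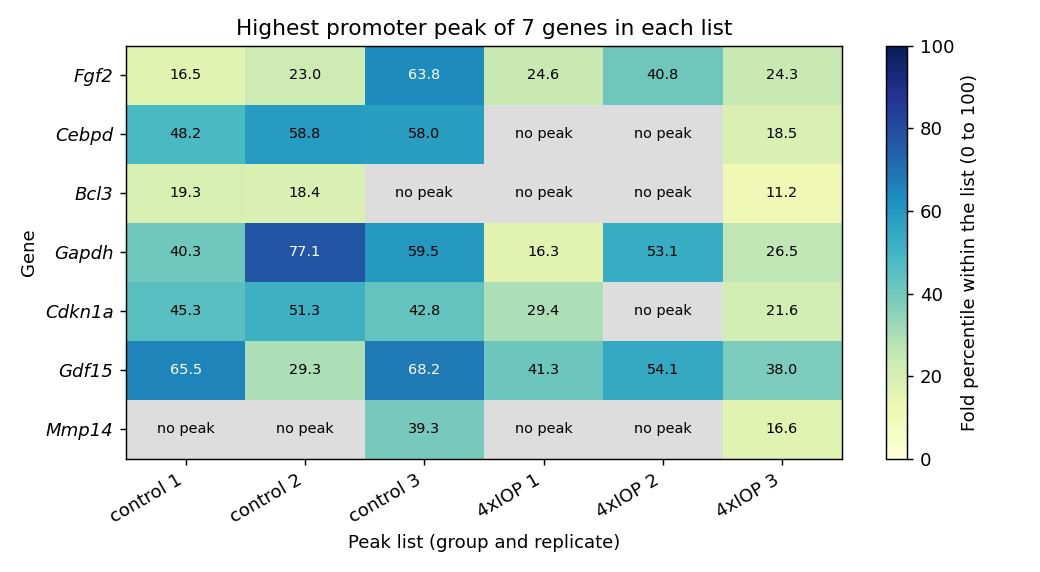
Highest promoter peak of 7 example genes (rows) in each peak list (columns), as the percentile of its fold enrichment within that list from 0 to 100, with grey for no peak. Fgf2, Gapdh and Gdf15 have a peak in all 6 lists, and Bcl3 only in control replicates 1 and 2 and 4xIOP replicate 3.

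Among the 10529 regions called in all 6 lists, limma called 0 with a higher and 0 with a lower rank in 4xIOP at an adjusted p-value of 0.05. The smallest adjusted p-value was 0.9999. An unadjusted p-value under 0.05 was found for 334 regions (158 higher, 176 lower), where 526 are expected by chance. The alternative with the most such regions, without 4xIOP replicate 3, gave 701 of 12228 and also 0 calls. The regions with the smallest p-values in the higher direction overlapped a TSS of the processed pseudogene Gm9843 (chromosome 16, 76403288 to 76403697, score difference 1.41 ± 0.357 SE), of the antisense gene Gm47428 (chromosome 13, 74406434 to 74406947, 1.40 ± 0.355 SE) and of Tmem65 (chromosome 15, 58822536 to 58823585, 1.21 ± 0.332 SE). In the lower direction, they overlapped a TSS of 1110038F14Rik (chromosome 15, 76947720 to 76949141, -1.21 ± 0.312 SE) and of Zfp619 (chromosome 7, 39517159 to 39518038, -1.20 ± 0.316 SE), or lay at an exon 0.335 kb from the TSS of Necap2 (chromosome 4, 141077715 to 141078328, -1.08 ± 0.297 SE). None of the 6 passed the adjustment.

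Finally, promoters of gene lists related to stress, senescence and retinal cell types were compared. For the 85 genes of the TNF and NF-kB response, 65.5% ± 5.92 were marked in control and 59.6% ± 3.59 in 4xIOP (SD, n = 3, exact permutation p = 0.2, adjusted 0.6). For the 68 genes of senescence and the senescence-associated secretory phenotype (SASP) the shares were 24.5% ± 8.10 and 21.6% ± 2.25 (SD, n = 3, exact permutation p = 0.9, adjusted 1). Interferon and antigen presentation genes were marked in 49.2% ± 1.31 and 39.4% ± 15.1, with 56.8% in 4xIOP replicate 3 above all other lists. The difference for this list was -9.85 percentage points, and -18.6 without that replicate. For 6 example genes the shares were 83.3% in each control list and 50.0%, 33.3% and 100% in 4xIOP replicates 1 to 3 (61.1% ± 34.7, SD, n = 3), and the difference of -22.2 percentage points went to -41.7 without 4xIOP replicate 3 and to -8.33 without 4xIOP replicate 2. Reactive glia genes were marked in 46.2% ± 3.85 and 35.9% ± 5.88. The other shares, in control and 4xIOP, were 10.7% and 9.52% for microglia and macrophages, 81.7% and 76.2% for photoreceptors, 16.7% and 12.1% for retinal pigment epithelium, and 95.7% and 90.3% for housekeeping genes. Over all protein-coding genes they were 50.6% ± 5.64 and 45.9% ± 1.43 (SD, n = 3, exact permutation p = 0.2). The mean was lower in 4xIOP for all 9 lists, as for all genes, and no list had an adjusted p-value below 0.6 in the exact permutation tests. After subtraction of the share of all genes, the difference for the TNF and NF-kB list was -1.21 percentage points (exact permutation p = 0.7), and the senescence list changed direction to 1.73 (exact permutation p = 0.5).

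**Figure D5:**
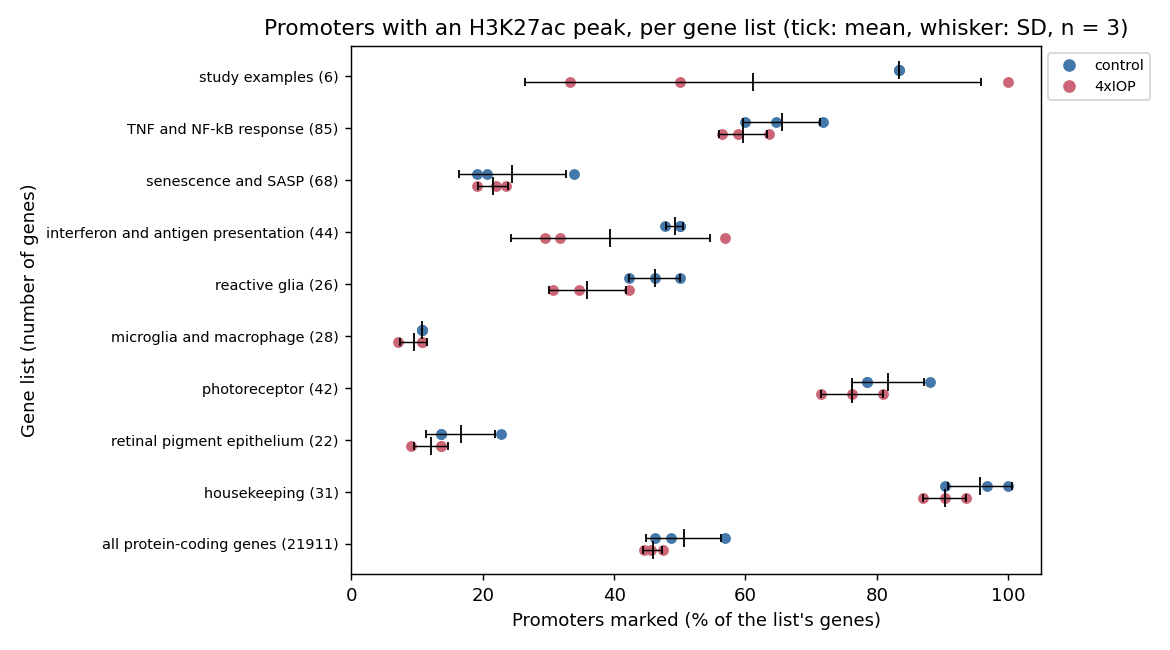
Percent of each list's genes with a marked promoter (horizontal axis) for 9 gene lists and all protein-coding genes (vertical axis, number of genes in parentheses), where points are peak lists coloured by group, ticks are means and whiskers SD (n = 3). The mean of 4xIOP lies below that of control for each list, as it does for all protein-coding genes.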

Values the study reported

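In its RNA-seq of retinas after 4 pressure elevations, the study reported 893 genes with significantly higher and 142 genes with significantly lower expression than in contralateral eyes.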

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

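The fragment-length term, the GC correction and the ranking by recovered summit fragments were chosen after the data were examined, and the other alternatives before. Among the alternatives that keep all 6 lists, the counts of exclusive regions and promoters moved most on taking the same number of top peaks from each list. Regions exclusive to 4xIOP went from 6 to 61 and those exclusive to control from 418 to 119, promoters exclusive to 4xIOP from 0 to 10 and those exclusive to control from 79 to 29. This construction shortens the longest list most. The difference in promoter share of peaks became -2.55 percentage points, that of the senescence list 0.490 and that of the photoreceptor list 0.794. A −log10 q of at least 5 moved the differences of both stress-related lists away from 0, from -2.94 to -6.86 for senescence (exact permutation p = 0.1 at the stricter threshold, the smallest possible) and from -5.88 to -9.80 for the TNF and NF-kB response (exact permutation p = 0.2). With all annotated genes, 4 promoters were exclusive to 4xIOP, more genes being counted. With the share of all protein-coding genes subtracted, the difference was 1.73 percentage points for senescence, 3.48 for microglia and macrophages and 0.126 for retinal pigment epithelium. The within-group minus between-group Jaccard index was 0.00122 over consensus regions, and the cause was not tested.

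Leaving out each list in turn gave from 9 to 109 regions exclusive to 4xIOP and from 591 to 1615 exclusive to control, and from 0 to 36 and from 82 to 277 promoters. Fewer lists make the criterion easier to meet. The Jaccard difference ranged from -0.0177 to 0.0164, and that of the senescence list from -5.64 to 1.72 percentage points, the latter without control replicate 3. For the TNF and NF-kB list the difference ranged from -8.63 without control replicate 2 to -2.75 without control replicate 3. The difference in peaks ranged from -10089 to -1791 and that in covered length from -6.41 to -0.813 Mb, both closest to 0 without control replicate 3. No difference of means could pass 0.05, since 3 lists against 3 allow no exact p under 0.1. The limma counts were 0 in both directions under every alternative, with a −log10 q of at least 5, other rankings, GC correction and the fragment-length term included, and 251 to 701 regions had an unadjusted p under 0.05.

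Same-numbered lists were not more alike than others: deviations from the group means correlated at -0.0208, -0.0571 and -0.146 over shared regions. For lists of different number the correlations ranged from -0.159 to 0.181. With 3 lists per group the deviations sum to 0 within each group. These values therefore cannot show whether same-numbered eyes came from the same animal. With the replicate number as a block, limma called 0 regions in either direction, the difference in peaks was -6993 (exact sign-flip permutation p = 0.5, smallest possible 0.25), and that in promoter share was 5.95 percentage points (exact sign-flip permutation p = 0.75). The block changed no call.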

Other observations

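The tests of exclusive regions over the splits, by list name and by fragment length, and the test of depth were chosen after the result was seen. Those of the promoters, of the limma counts, of the TNF and NF-kB list by name and of the Y-linked genes were written down before their results, although the group means of the TNF and NF-kB list as labelled were already known.

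The group name carried by 4 of the 6 lists differs from the label, and a mislabelling in the deposit may have blurred the difference between the groups. The split by the carried names (control replicates 1 and 2 with 4xIOP replicate 3, against the rest) gave 734 exclusive regions, more than the labelled groups (424) and than the other 8 splits. Of these, 89 were in the lists named for pressure and 645 in those named control, and for promoters 7 and 57. The excess was thus on the control side, as under the labels (418 against 6, and 79 against 0). This direction cannot tell names from labels or pressure from control. In each of the 10 splits, the side holding control replicate 3 had more exclusive regions and promoters, and this list is control under both. The split by the carried names remained first with a −log10 q of at least 5 (545) and with equal numbers of top peaks (400, of which 174 and 226). In limma it gave 1019 regions at an unadjusted p under 0.05, against 334 for the labels and at most 661 for the other splits, and 1 region past the adjustment, where the others gave 0. Bcl3, one of the study's examples, had a promoter peak in exactly the 3 lists carrying the pressure group's name. For 3 of 7 example genes (Bcl3, Cebpd and Fgf2) the promoter peak with the most fragments, relative to the genome mean background, was higher in all 3 lists named for pressure than in those named control, with a missing peak taken as lower. The other 4 genes separated the names in neither direction. At Fgf2 it held 101, 107 and 62 fragments against 29, 19 and 22. At Cebpd it held 61, 63 and 28 against 14 in control replicate 3 and no peak in 4xIOP replicates 1 and 2. By fold percentile Fgf2 went the other way, with 16.5, 23.0 and 24.3 against 63.8, 24.6 and 40.8. The 16.5 of control replicate 1 is that of another Fgf2 peak, with 32 fragments. Fold is taken over the local background of the same library, so this order does not show fewer fragments in the lists named for pressure. Cebpd did not separate the names by fold percentile, with 48.2, 58.8 and 18.5 against 58.0 in control replicate 3. These values were compared after they were seen, and the study shows the genes from its own data, so they are not independent evidence. Other values were mixed. For exclusive promoters the split by names gave 64, against 79 for the labels and 127 for another split. The share of TNF and NF-kB promoters beyond that of all genes was 16.1, 13.8 and 18.9 percentage points in the lists named for pressure and 14.8, 11.4 and 10.8 in those named control, so the lowest of the first set was -1.003 from the highest of the second. So measured, shares of interferon, reactive glia and study example genes were higher in each list named for pressure than in any named control. For interferon genes the shares before subtraction were 47.7%, 50.0% and 56.8% against 50.0%, 29.5% and 31.8%. Before subtraction none of these gene lists separated the names fully. The other gene lists separated them in neither direction after it. These gene lists were singled out after their values were seen. A given split comes first of 10 by chance in 1 of 10 cases, and labels and names cannot be told apart from these lists alone. Both assignments stay open.

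For the labelled groups, 4 of the 10 splits gave as many exclusive regions and 2 of the 10 as many exclusive promoters. With 10 splits the share cannot go below 0.1, so the effect of recurring pressure and an arbitrary grouping cannot be told apart here. In limma the labelled count was 0, which all 10 of the 10 splits reach by construction, so that comparison decides nothing. The split by fragment-length class gave 167 exclusive regions, below the 424 of the labels, but 245 against 180 with equal numbers of top peaks, and 661 regions at an unadjusted limma p under 0.05 against 334. Fragment length as a source of exclusive regions therefore stays open. For the limma counts, the fragment-length term and the GC correction each left 0 calls, and with 0 calls to remove they decide nothing.

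Control replicate 3 had 36509 peaks, more than any other list. The tables argue against library depth as the cause, since 4xIOP replicate 3 had 135 fragments per 10000 bp against 132 in this list, and 16195 peaks. The same pair had the lowest Jaccard index, 0.306. A difference in the efficiency of the immunoprecipitation was not tested and stays open, as does a difference between animals.

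The promoters of the Y-linked genes Ddx3y and Uty were marked in the 5 other lists and not in 4xIOP replicate 3, a pattern singled out after its values were seen. This list held 17 other peaks on chromosome Y. A shorter peak list explains little of it, since of 2107 autosomal promoters marked in the same 5 lists at the same range of fold percentile, 72 (3.42%) were missing here. A female animal would raise the background at X-linked regions, yet at 173 shared X-linked regions the background relative to autosomes and to the other lists was 0.0190 on the log2 scale, within the range of the other lists (-0.0500 to 0.0352). Part of that background is signal of the mark, which dampens the measure. The design bears on this too, since the controls are contralateral eyes and both promoters were marked in all control lists. If the fellow eye of 4xIOP replicate 3 is among them, this argues against a female animal. The labels do not state which eyes share an animal. They also give no sex, and no other biological explanation was tested.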
